A study of Mus musculus with 20 samples. Its data were reported in "Dynamic regulation of chromatin accessibility by pluripotency transcription factors across the cell cycle" (2019).

How the data were processed

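Chromatin accessibility was measured by ATAC-seq, in which a transposase inserts sequencing adapters into open DNA, in mouse embryonic stem (ES) cells of the ZHBTc4 line. In these cells OCT4 is expressed from a Tet-Off promoter, which doxycycline (dox) switches off. A lentiviral OCT4 fused to a mitotic degron (MD-OCT4) or to a mutated, inactive degron (MD*-OCT4) takes its place. The series held 20 libraries in 10 groups of 2 replicates. The 16 libraries from cells kept in dox for 40 h were sorted into early G1, late G1, S and late S/G2, and the remaining 4 were unsorted cells without dox.

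The authors aligned the paired reads to the mouse genome build GRCm38 with STAR, removed duplicates with Picard, kept the autosomes, X and Y, called peaks with MACS in paired-end mode and merged the peaks of all dox-treated libraries with BEDTools. The deposited list has 3 columns, which give the chromosome, start and end of each merged peak. It carries no score, no count and no value for any single library. Sequencing depth is therefore unknown here, no replicate error can be given for any peak, and the peaks of the separate libraries were not analysed here. The comparison of MD-OCT4 with MD*-OCT4 in each phase was set down as a limma fit with the replicate as a block, on the condition that values per library were at hand, and it was not run. The methods of the study describe a filter on peak width, and the list was tested for it: 7 peaks were wider than 5000 bp, so that filter is not applied in this list. The methods also name the removal of regions called in input samples and of blacklisted regions. Whether these were removed from the list could not be tested, and such regions may remain in every count below. It was also not established whether the list as analysed holds every peak of the merged set. Merging means that a peak open in 1 library and a peak open in every library count alike.

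Coordinates are given in GRCm38, counted from 1. TSS were taken from the GENCODE annotation of the same build, 132629 distinct positions over all transcripts, of which 54363 belonged to protein-coding transcripts. A peak was called promoter-proximal when at most 1000 bp separated it from a TSS and distal otherwise. Random placements kept the width and chromosome of each peak and avoided assembly gaps. With 100 placements, the smallest p-value a one-sided permutation test can give is 0.0099. Medians were compared by two-sided permutation tests with 100000 resamples, of which the smallest p-value is 1e-05. Intervals are 95% confidence intervals, by the Wilson method for shares and by binomial order statistics for medians. They treat peaks as independent and cover counting error only, since peaks of one list are not biological replicates.

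For motifs, each distal peak was set against 1 random region of the same width on the same chromosome, outside gaps, listed peaks and 1000 bp of any TSS. The 7 motifs were searched on both strands as consensus sequences: OCT4::SOX2 (CATTGTNATGCAAAT, up to 2 mismatches), OCT (ATGCAAAT), SOX (CCWTTGTY), KLF (GCCMCRCCCW), ESRRB (TCAAGGTCA), AP-2 (GCCTSAGGSC) and CTCF (CCASYAGRKGGCRS, up to 1 mismatch). A consensus misses divergent sites that a weight matrix would score, whereas the study scored motifs with the HOMER software, so the shares are of close matches and are not comparable with its motif counts. Regions with and without a match were compared with two-sided Fisher's exact tests and the Benjamini-Hochberg adjustment over the 7 motifs. Where a p-value was too small to be held as a number, its log10 is given. Alternatives matched the random regions on GC content in steps of 2 percent (85.0% of distal peaks found a match among 60 candidates each), reversed the consensus, left out repeats, used the central 200 bp or changed the mismatches.

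Gene lists of 16 pluripotency and 16 differentiation genes were fixed before the data were examined, as were the tests and all alternatives except those named as added. Each list's median number of peaks within 50000 bp of the TSS was ranked among 10000 random lists of protein-coding genes matched on the number of neighbouring protein-coding TSS. Here, and for gene density along chromosomes, each of the 21938 protein-coding genes counted once, at its annotated 5' end. Density had been set down as TSS per Mb, and the TSS of every protein-coding transcript were therefore tried as an added alternative. The regions named in the text are those 2 lists, the 5 runs of neighbouring peaks with the most peaks (gaps of at most 10000 bp), the 5 widest peaks and the peaks at 4 loci that the study drew as browser tracks.

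The functions were tested on simulated data. Of 200 planted OCT4::SOX2 matches 100% were found, and 0.389% of 1800 regions without a planted match were called. Of 200 median tests without a difference 4% fell under the threshold of 0.05. Calculations used Python 3.11.15, numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9.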

Results

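To ask how the loss of OCT4 at mitosis affects chromatin accessibility through the cell cycle, ATAC-seq was performed in ZHBTc4 mouse ES cells that carried MD-OCT4, which is degraded at the transition from mitosis to G1, or MD*-OCT4, which is not. Each construct was measured in early G1, late G1, S and late S/G2 after 40 h of dox, with 2 replicates per group, and without dox in unsorted cells. The data analysed here are the coordinates of the peaks merged over the 16 dox-treated libraries. They describe which regions were open in at least 1 of these libraries, and hold no value with which the constructs or the phases could be compared. There are no replicates of the merged list.

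The list held 102373 peaks on 21 chromosomes, which covered 54.5 Mb or 2.06% of the assembled sequence. The median width was 415 bp (95% confidence interval 412 to 418), with quartiles of 233 and 708 bp. Widths ranged from 135 to 38218 bp, and 35.8% of the peaks were narrower than 300 bp. Keeping only peaks of at least 300 bp left 65742 peaks, which was the largest change among the alternatives for this count. Neighbouring peaks were separated by a median of 7796 bp and did not overlap, but 2144 gaps were 100 bp or shorter.

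The 5 widest peaks lay in repetitive or multicopy surroundings to different degrees. The widest spanned 38218 bp on chromosome 9 (3000002 to 3038219), at the first assembled bases of the chromosome, and 96.3% of its bases were soft-masked as repeats. It overlapped several predicted genes, with Gm10719 nearest to its centre. The next, 23148 bp wide, lay on chromosome 1 (191368730 to 191391877) and was centred in an intron of Ppp2r5a, and 33.5% of it was soft-masked. A peak of 10842 bp on chromosome X (169989487 to 170000328) was centred in an intron of Mid1. A peak of 6773 bp on chromosome 13 (119596328 to 119603100) was centred in an intron of Tmem267, and a peak of 6359 bp on chromosome 4 (3080137 to 3086495) was intergenic.

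To separate promoters from distal elements, peaks were split by their distance to the nearest TSS. Of all peaks, 25657 (25.1%, Wilson interval 24.8 to 25.3) were promoter-proximal, against a mean of 7.78% ± 0.0801 (SD over 100 random placements). The observed share was above every placement (one-sided permutation p = 0.0099, the smallest that 100 placements can give). Of the alternatives, restricting the annotation to protein-coding TSS moved the share furthest, to 17.6% against 3.25% in random placements. At the level of genes, 14498 of 21938 protein-coding genes (66.1%, Wilson interval 65.5 to 66.7) had a peak within 1000 bp of their TSS.

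Promoter-proximal peaks were wider than distal peaks, with medians of 815 bp (interval 807 to 824) and 352 bp (350 to 355), a difference of 463 bp (two-sided permutation p = 1e-05, the smallest that the resamples can give). The largest change among the alternatives was a difference of 622 bp with protein-coding TSS. Their median GC content was also higher, 57.4% against 48.6%, a difference of 8.8 percentage points (two-sided permutation p = 1e-05, again the smallest possible). Random regions of the widths of the distal peaks had a median GC content of 41.4%.

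**Figure D1:**
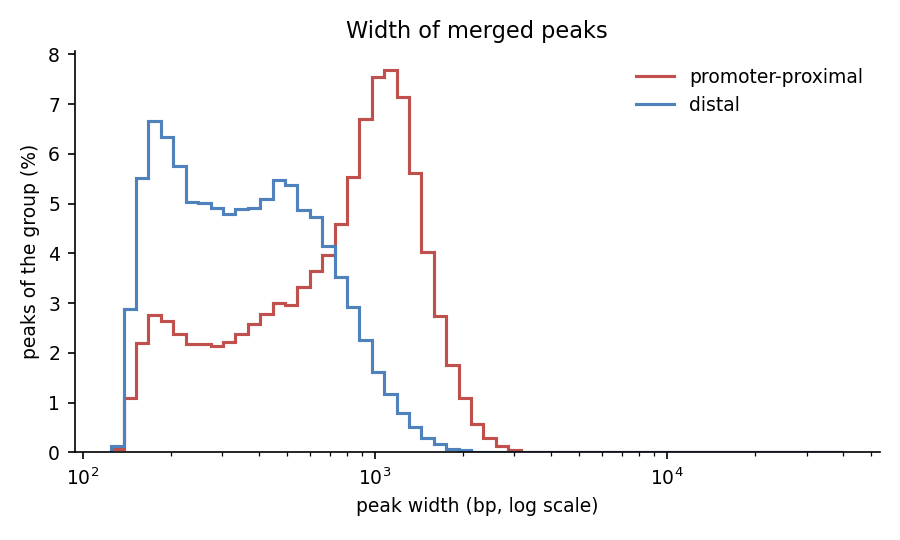
Width of merged peaks in bp (log axis) against the percent of peaks in the group, for promoter-proximal peaks (red) and distal peaks (blue). The promoter-proximal distribution, with its median at 815 bp, lies to the right of the distal one, with its median at 352 bp.

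The centres of the 76716 distal peaks fell in introns for 48.0% and between genes for 45.0%, against 42.5% and 54.0% of width-matched random regions. Coding exons held 3.08% of distal peak centres and 1.06% of random ones (odds ratio 2.95, 95% interval 2.72 to 3.20). Soft-masked repeats made up 21.6% of distal peak bases and 34.9% ± 0.131 (SD) of the bases in 100 sets of random placements (two-sided permutation p = 0.0198, the smallest possible). When placements were kept within 50000 bp of the peak, the random share was 31.6%. Reads from repeats are harder to place, which can lower peak calls there, and the placements were not matched on this. The lower share is therefore not a measure of closed chromatin in repeats.

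Because the study concerns OCT4 and its partners, distal peaks were searched for 7 motifs. Close matches to the OCT4::SOX2 consensus were present in 561 distal peaks (0.731%, Wilson interval 0.673 to 0.794) and in 507 width-matched random regions. The odds ratio was 1.11 (95% interval 0.982 to 1.25), and this difference did not pass Fisher's exact test (adjusted p = 0.104). The result depended on the background and on the mismatches allowed. Against random regions that were also matched on GC content the odds ratio was 2.06 (1.77 to 2.39, adjusted p = 7.19e-22), whereas against width-matched regions with up to 3 mismatches it was 0.744 (0.714 to 0.776). The OCT octamer alone was less common in distal peaks (2.52%) than in width-matched regions, with an odds ratio of 0.655 (0.618 to 0.694, adjusted p = 1.09e-46). With GC-matched regions the odds ratio for OCT was 1.06 (0.994 to 1.14, adjusted p = 0.0747).

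The other 5 motifs were more common in distal peaks than in random regions with either background. The SOX motif was found in 12.9% of distal peaks (odds ratio 1.66, 95% interval 1.61 to 1.72, adjusted p = 1.61e-199), and the ESRRB motif in 3.08% (odds ratio 3.41, 3.13 to 3.71). The odds ratio was 8.86 (8.15 to 9.64) for KLF and 6.61 (5.79 to 7.54) for AP-2, and these fell to 4.45 and 3.17 with GC-matched regions. CTCF gave the highest odds ratio of the 7 motifs, 19.7 (18.1 to 21.4), with matches in 13.6% of distal peaks and a log10 adjusted p of -2459.

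**Figure D2:**
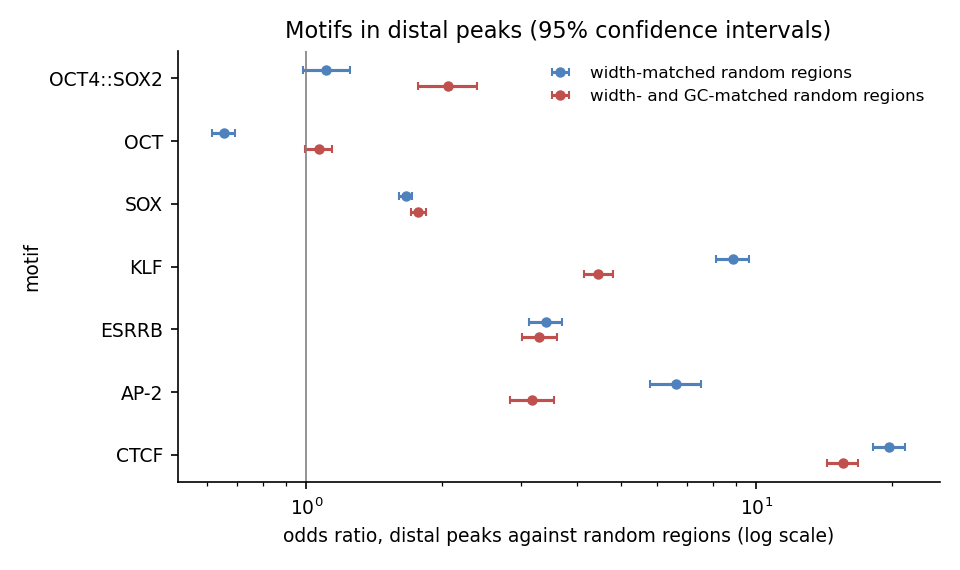
Odds ratio (log axis) of each motif in distal peaks against random regions matched on width (blue) or on width and GC content (red), with bars for 95% confidence intervals. OCT4::SOX2 moves from 1.11 to 2.06 and OCT from 0.655 to 1.06 when GC content is matched, and CTCF has the highest odds ratio with both backgrounds.

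Compared with promoter-proximal peaks, distal peaks more often had an OCT4::SOX2 match, although they were narrower (odds ratio 1.42, 95% interval 1.17 to 1.72, adjusted p = 0.000254 by Fisher's exact test). Within the central 200 bp the odds ratio was 2.29, and with at most 1 mismatch, which left 42 distal peaks with a match, the difference was no longer past the threshold (odds ratio 1.05, adjusted p = 0.878). A distal excess was not particular to OCT4::SOX2, since the main odds ratio was 1.53 for ESRRB, 1.27 for CTCF and 1.06 for SOX. It was below 1 for KLF (0.414), AP-2 (0.690) and OCT (0.943, not past the threshold). The comparison was matched on neither width nor GC content, which was also lower in distal peaks. Wider promoter-proximal peaks give more sequence to search, which lowers these odds ratios. Base composition may also contribute to them. Of the 556 distal peaks with exactly 1 OCT4::SOX2 match, 27.7% (Wilson interval 24.1 to 31.6) had it in the central 20% of the peak (two-sided exact binomial p = 1.28e-05). This share was 34.5% of 10088 peaks for the CTCF motif and 27.3% of 4631 peaks for the KLF motif, so an excess near the centre was not particular to OCT4::SOX2.

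**Figure D3:**
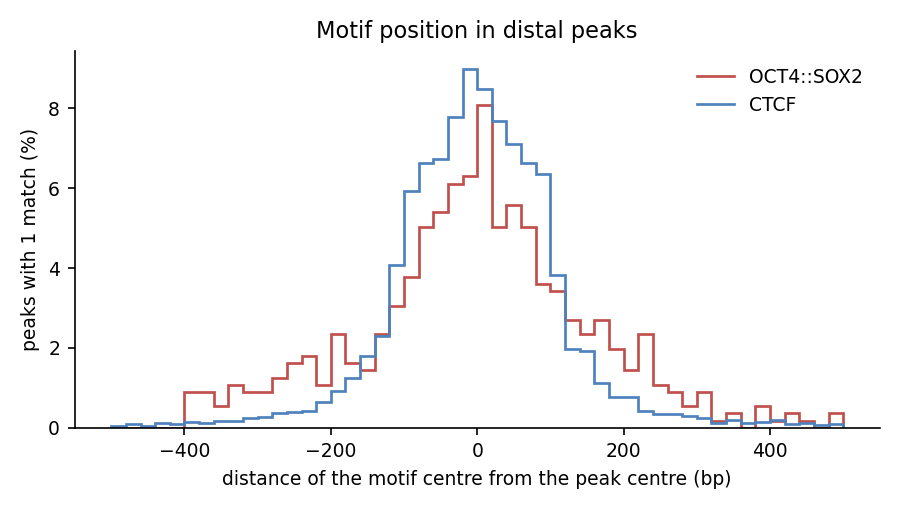
Distance of the motif centre from the peak centre in bp against the percent of distal peaks with 1 match, in steps of 20 bp, for OCT4::SOX2 (red) and CTCF (blue). Both profiles are highest near the centre. Narrow peaks can add matches only near the centre, so this shape alone does not show an excess there. Scaled to peak width, 27.7% of OCT4::SOX2 and 34.5% of CTCF matches lie in the central 20% of their peak.

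Peaks were clustered along the chromosomes. Of all peaks, 77.7% (Wilson interval 77.5 to 78.0) had another within 10000 bp, against 58.3% ± 0.182 (SD) in random placements (one-sided permutation p = 0.0099, the smallest possible). With distal peaks only, the share was 69.9% against 47.9%, the largest difference among the alternatives. The run with the most peaks held 73 peaks on chromosome 4 (147229920 to 147354964) with Zfp988 as the nearest protein-coding gene. The next 4 runs lay near Adam15 on chromosome 3 (44 peaks, 89262468 to 89437234), Tcte1 on chromosome 17 (43 peaks, 45432895 to 45630688), Zfp992 on chromosome 4 (43 peaks, 146425531 to 146514562) and Tcf7l1 on chromosome 6 (40 peaks, 72690537 to 72863389). The runs near Zfp988 and Zfp992 held 5.84 and 4.83 peaks per 10 kb, and the other named runs 2.17 to 2.52. Whether multicopy sequence raises the number of peaks in these runs was not tested.

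Across chromosomes 1 to 19 and X, peaks per Mb rose with protein-coding genes per Mb (Pearson's r = 0.680, permutation p = 0.00042, and Spearman's rho = 0.863, permutation p = 1e-05, over 20 chromosomes). Adjusted over these 2 coefficients, the p-values were 0.00042 and 2e-05. Without chromosomes 7 and 11, the farthest from the median gene density, r was 0.664 (permutation p = 0.00165). With distal peaks only, r was 0.557 (permutation p = 0.0109). Autosomes held from 32.8 to 57.6 peaks per Mb, chromosome X 10.5 and chromosome Y 0.414.

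**Figure D4:**
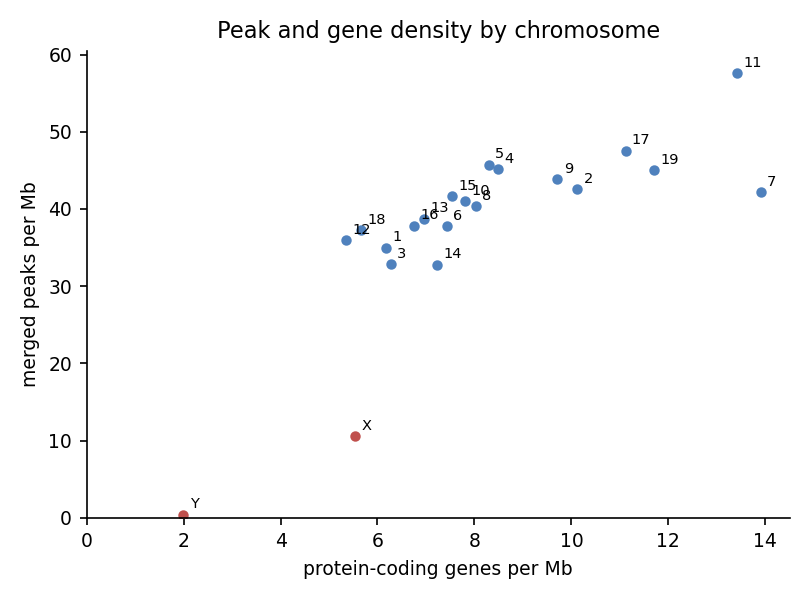
Protein-coding genes per Mb against merged peaks per Mb, with 1 point per chromosome (autosomes blue, X and Y red). The autosomes lie between 32.8 and 57.6 peaks per Mb, and X lies at 10.5, below all of them.

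To relate the list to genes of the pluripotency network, peaks were counted within 50000 bp of the TSS. The 16 pluripotency genes had a median of 17 peaks, above the 95th percentile of 8.5 peaks in matched random lists and at percentile 100 of them. The 16 differentiation genes had a median of 11.5 peaks, at percentile 99.96. For the differentiation list, the percentile was lowest with distal peaks only, 98.3. The counts ranged from 3 peaks at Nr0b1 to 20 at Tbx3 in the first list, and from 5 at Gata4 to 24 at Tfap2c in the second. In each list 13 genes had a listed peak within 1000 bp of the annotated 5' end of the gene, the only start site counted here. The exceptions were Nanog, Esrrb and Lefty1, whose nearest listed peaks were 1481, 4663 and 1325 bp away, and Esx1, Gata4 and Tfap2a. A TSS without a listed peak was not measured as closed here, since the list gives no signal outside its peaks. Whether the list as analysed holds every merged peak was not established, so these distances, the 13 genes and the total of 102373 refer to listed peaks. Pou5f1, which encodes OCT4, lies on chromosome 17 (35506018 to 35510772) and had 18 peaks in the window, of which 1 held an OCT4::SOX2 match.

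**Figure D5:**
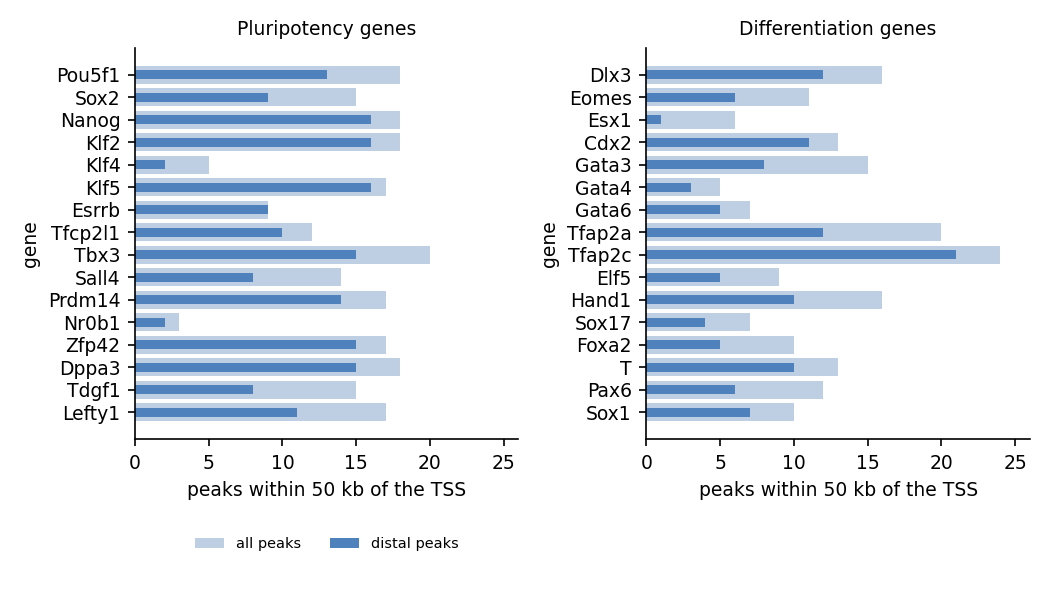
Number of merged peaks (light bars) and distal peaks (dark bars) within 50 kb of the TSS for each gene of the pluripotency list (left) and the differentiation list (right). The medians over all peaks are 17 and 11.5.

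The list had a peak at each of the 4 loci that the study drew as browser tracks. On chromosome 11 an intergenic peak spanned 6894809 to 6895533, and on chromosome 9 another spanned 41247953 to 41248413. Neither held an OCT4::SOX2 match within 2 mismatches. On chromosome 10 a peak at 95455887 to 95456611, centred in an intron of the non-coding gene Gm47599, held the match CATTGTGATGCTTAT at 95456324 to 95456338 on the plus strand, with 2 mismatches. On chromosome 3 the intergenic peak at 137779896 to 137780716 held an exact OCT octamer but no OCT4::SOX2 match within 2 mismatches.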

Values the study reported

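In parental ZHBTc4 cells, the study reported that depletion of OCT4 lowered accessibility at 20’587 loci, most of them distal, and raised it at 20’209 loci. It classed 8’869 loci as dependent on OCT4 only. Of the latter, 3’730 overlapped the canonical OCT4::SOX2 motif.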

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

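No paired analysis was possible because the list holds merged peaks and no value for any replicate. The other fits set down for the comparison of MD-OCT4 with MD*-OCT4 (no replicate block, and leaving out either replicate) were not run for the same reason. For the remaining results 78 alternatives were computed, of which 64 kept the direction and the side of the threshold, or stayed within the range set for values without a test. Alternatives that excluded peaks over 5000 bp or at least 0.8 soft-masked, and those on the central 200 bp for motifs other than OCT4::SOX2 in distal against promoter-proximal peaks, were added after seeing the data. So was gene density from the TSS of every protein-coding transcript, with which r was 0.705 (permutation p = 0.00029).

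Keeping peaks of at least 300 bp lowered the number of peaks to 65742, which follows from the filter itself. Joining peaks at most 100 bp apart raised the median width to 429 bp, and excluding very wide or mostly soft-masked peaks gave 422 bp.

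The OCT4::SOX2 result in distal peaks was the least stable. Its odds ratio passed the threshold with GC-matched regions (2.06), with the reversed consensus in the same peaks (8.13), with regions under 0.2 soft-masked (1.21, adjusted p = 0.0169) and in the central 200 bp (1.25, adjusted p = 0.0124), and it reversed with up to 3 mismatches (0.744). The OCT odds ratio reversed with GC-matched regions (1.06) and with the reversed consensus (13.3). The reversed OCT4::SOX2 and OCT consensus sequences, TAAACGTANTGTTAC and TAAACGTA, hold a CG, which the forward ones lack, so those 2 values compare sequences of different composition and are not a measure of enrichment alone. The main setting fixed before the data were examined remains the width-matched one. The reversed KLF, AP-2 and CTCF consensus sequences hold a CG as well, so their reversed-consensus values carry the same limit. For SOX, KLF, ESRRB, AP-2 and CTCF in distal peaks, the direction against random regions was the same under each alternative run with random regions.

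With at most 1 mismatch, the difference between distal and promoter-proximal peaks (odds ratio 1.05) and the excess of central OCT4::SOX2 matches (1.43 times the uniform share, exact binomial p = 0.176) were no longer past the threshold, with only 42 distal peaks left. In the central 200 bp, the odds ratio for distal against promoter-proximal peaks reversed for AP-2, from 0.690 to 1.44. For OCT it moved from 0.943, which was not past the threshold (adjusted p = 0.201 by Fisher's exact test), to 1.64. For each of the other motifs the odds ratio was also higher in the central 200 bp (KLF 0.414 to 0.727, SOX 1.06 to 2.07). The central windows are equal in width, whereas whole promoter-proximal peaks are wider than distal ones and give more sequence to search. Width therefore lowers the whole-peak odds ratios, and its share of the change was not tested. Without depth or scores, no stricter peak threshold other than width could be tried.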

Other observations

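The tests below were chosen after the result they concern had been seen in part, except that of the widest peaks. Where the design gives no group to set against the pattern, no biological explanation was tested.

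The list kept 7 peaks over 5000 bp, of which 2, on chromosomes 17 and 4, fall beyond the 5 named by rule and were chosen after their values were seen. Reads of multicopy sequence may pile up in them. In the median of these peaks 65.7% of 24-mers occurred more than once in the assembled chromosomes, against 0.487% for 350 peaks of 1000 to 5000 bp, and none of 50 sets of 7 such peaks came as high (their highest median was 6.38%). The share was lowest, 18.8%, in the peak on chromosome 17 (39843051 to 39848780), which overlaps an annotated rRNA gene. Copies absent from the assembled chromosomes are not counted, so a low share does not argue against pile-up in that peak.

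The OCT octamer was less common in distal peaks than in width-matched regions. A candidate explanation is that the sequence is AT-rich while distal peaks are richer in GC than random regions. The odds ratio against GC-matched regions was 1.06, with an interval that included 1. Among 20 shuffled octamers without CG, 10 had an odds ratio at or above that of OCT. For OCT4::SOX2 base composition alone accounted for less: the highest odds ratio among 20 shuffled consensus sequences was 0.921, below the 1.11 of the motif (permutation p = 0.0476, the smallest that 20 shuffles can give). A modest excess of OCT4::SOX2 matches hidden by base composition is a hypothesis that these values are consistent with, and it was formed on the same data.

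Chromosome X held 10.5 peaks per Mb. Its gene density would give 35.7 on the line fitted to the autosomes, with a 95% prediction interval of 27.0 to 44.4, so low gene density does not account for it. At the level of genes, 45.8% of protein-coding genes on X and 67.6% on autosomes had a promoter peak. Fewer copies of X per cell could lower the read depth and with it the number of calls. X held more wide than narrow peaks (odds ratio 1.20), but stratified on promoter-proximal and distal peaks the odds ratio was 1.05, with an interval of 0.947 to 1.15. The odds ratio was 1.20 (1.02 to 1.40, Fisher's exact p = 0.0261) in promoter-proximal peaks, the direction this explanation needs, and 0.970 (0.864 to 1.09) in distal peaks. The explanation cannot be told apart from others, since the list holds no read depth.

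OCT4::SOX2 matches were less common in distal peaks of runs of at least 10 peaks (0.582%) than in isolated distal peaks (0.923%), the opposite of what had been looked for. The median width was 377 bp in runs and 334 bp for isolated peaks, and wider peaks would raise the share in runs, so width cannot give the lower share. The odds ratio was 0.631 without stratification and 0.580 over width deciles, with an interval of 0.435 to 0.774. Base composition was not tested here.

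CTCF and OCT4::SOX2 matches shared 64 distal peaks. Without stratification the odds ratio was 0.819 and Fisher's exact test gave p = 0.138. Over 50 strata of width and GC content it was 0.636 (0.488 to 0.828), so these properties do not explain a lower co-occurrence, and may mask it. For KLF the same stratified odds ratio was 0.841 (0.590 to 1.20), and the difference between CTCF and KLF was not tested.

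Of 566 OCT4::SOX2 matches in distal peaks, 85 lay in soft-masked bases (Wilson interval 12.3 to 18.2%), below the 21.6% of distal peak bases that were soft-masked. Of the matches in repeats 9.41%, or 8 matches, had an identical 25 bp copy in another match. These were 4 sequences with 2 copies each. Identical copies fall in repeats nearly by definition, so this share does not test whether repeat copies spread the motif.

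Beyond 1000 bp of the TSS, 53.8% of the coding bases of Pou5f1 were covered by peaks, at percentile 96.6 among 13327 protein-coding genes with a promoter peak and at percentile 90.4 among those of at most 10 kb. It may be that copies of the OCT4 coding sequence in the transgenes add reads to the exons. Added reads could then reach every coding exon, yet 0% of the second coding exon (35509037 to 35509223) was covered. An exon can hold added reads without a called peak, and the list holds no read depth. The transgenes can therefore be neither shown nor excluded as a source.

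Close matches to the OCT4::SOX2 consensus were present in 561 distal peaks. That is lower than the number of loci with the motif quoted from the study above, which was counted at other loci and with other software. How much of the gap comes from the motif definition was not tested, and the odds ratios cover close matches only.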
